# Evolution of lysine acetylation in the RNA polymerase II C-terminal domain

**DOI:** 10.1186/s12862-015-0327-z

**Published:** 2015-03-10

**Authors:** Corinne N Simonti, Katherine S Pollard, Sebastian Schröder, Daniel He, Benoit G Bruneau, Melanie Ott, John A Capra

**Keywords:** RNA pol II C-terminal domain, Heptad repeats, RNA pol II acetylation, Posttranslational modification, Metazoa, Phylogenetics

## Abstract

**Background:**

RPB1, the largest subunit of RNA polymerase II, contains a highly modifiable C-terminal domain (CTD) that consists of variations of a consensus heptad repeat sequence (Y_1_S_2_P_3_T_4_S_5_P_6_S_7_). The consensus CTD repeat motif and tandem organization represent the ancestral state of eukaryotic RPB1, but across eukaryotes CTDs show considerable diversity in repeat organization and sequence content. These differences may reflect lineage-specific CTD functions mediated by protein interactions. Mammalian CTDs contain eight non-consensus repeats with a lysine in the seventh position (K_7_). Posttranslational acetylation of these sites was recently shown to be required for proper polymerase pausing and regulation of two growth factor-regulated genes.

**Results:**

To investigate the origins and function of RPB1 CTD acetylation (acRPB1), we computationally reconstructed the evolution of the CTD repeat sequence across eukaryotes and analyzed the evolution and function of genes dysregulated when acRPB1 is disrupted. Modeling the evolutionary dynamics of CTD repeat count and sequence content across diverse eukaryotes revealed an expansion of the CTD in the ancestors of Metazoa. The new CTD repeats introduced the potential for acRPB1 due to the appearance of distal repeats with lysine at position seven. This was followed by a further increase in the number of lysine-containing repeats in developmentally complex clades like Deuterostomia. Mouse genes enriched for acRPB1 occupancy at their promoters and genes with significant expression changes when acRPB1 is disrupted are enriched for several functions, such as growth factor response, gene regulation, cellular adhesion, and vascular development. Genes occupied and regulated by acRPB1 show significant enrichment for evolutionary origins in the early history of eukaryotes through early vertebrates.

**Conclusions:**

Our combined functional and evolutionary analyses show that RPB1 CTD acetylation was possible in the early history of animals, and that the K_7_ content of the CTD expanded in specific developmentally complex metazoan lineages. The functional analysis of genes regulated by acRPB1 highlight functions involved in the origin of and diversification of complex Metazoa. This suggests that acRPB1 may have played a role in the success of animals.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12862-015-0327-z) contains supplementary material, which is available to authorized users.

## Background

Eukaryotic RNA polymerases evolved from a single ancestral enzyme into three structurally related RNA polymerase enzymes (I–III) with specialized functions in eukaryotes. RNA polymerase II generates all protein-coding mRNAs as well as a large number of non-coding microRNAs (miRNAs), small nuclear RNAs (snRNAs) and small nucleolar RNAs (snoRNAs). The enzyme is composed of 12 subunits (RPB1–12), five of which are shared among the three eukaryotic polymerase complexes. The largest subunit, called RPB1, is unique to RNA polymerase II and is involved in its catalytic activity.

The C-terminal domain (CTD) of RPB1 is essential for the proper regulation of RNA polymerase II [1]. The CTD consists of a largely unstructured, repetitive stretch of tandem heptad amino acid repeats with a consensus sequence of tyrosine-serine-proline-threonine-serine-proline-serine (Y_1_S_2_P_3_T_4_S_5_P_6_S_7_). The CTD is connected to the core polymerase enzyme via a flexible linker close to the RNA exit site [2] and contains a protein-protein interaction surface for cofactors involved in the regulation of transcription initiation, elongation and RNA processing—highly specialized functions that determine the speed and reliability of the polymerase enzyme traversing a gene during transcription [3,4].

In mammals, the CTD heptad repeats undergo a sequence of characteristic posttranslational modifications during transcription [5] and these modifications determine which cofactors can bind [6]. Phosphorylation of the S_5_ residue occurs when the polymerase binds to gene promoters, and transcription is initiated [7]. The phospho-S_2_ modification is a hallmark of elongating polymerase complexes and is maintained until transcription termination occurs [8]. Phosphorylation of S_7_ residues in linker-proximal heptad repeats is important for the transcription of snRNAs and facilitates the interaction of the RNA polymerase II complex with the Integrator complex at these genes [9,10]. Methylation of a single arginine residue plays a role in the production of snoRNAs as well as snRNAs and serves as a binding site for the tudor domain–containing protein TDRD3 [11]. Phosphorylation of T_4_ residues was shown to play a novel function in 3′-end processing of histone pre-mRNAs [12]. Phosphorylation of Y_1_ was coupled to antitermination of transcription [13], and was recently associated with promoters, enhancers, and degradation of RNA polymerase II [14,15]. However, in spite of our increasing knowledge of these marks, the full number and identity of repeats that undergo modification during transcription are unknown.

The CTD repeat motif and tandem repeat orientation are observed in most eukaryotic model organisms, and this configuration evolved early in the history of eukaryotes [16]. However, there is considerable diversity in the number and sequence of the repeats across eukaryotic clades, and the complexity of the CTD is roughly correlated with developmental complexity in animal, plant, and fungal multicellular lineages [16]. It has been proposed that this diversity in CTD sequences reflects functional constraint due to lineage-specific CTD–protein interactions [17]. In mammals, non-consensus repeats are required for the stability of the CTD [18]. However, deletion of most of the non-consensus repeats does not affect the housekeeping functions of mammalian cells, but it does impair activator-induced gene transcription [18,19].

A novel CTD modification of non-consensus repeats necessary for the proper regulation of polymerase pausing was recently discovered [20]. Lysine residues at the seventh position (K_7_) in non-consensus distal RPB1 CTD repeats are acetylated (acRPB1) in mouse and human, but not in yeast (*Saccharomyces cerevisiae*), where the repeats lack lysines. This modification, performed by the acetyltransferase (KAT) enzyme p300/KAT3B, which is absent in yeast, distinctly marks promoter-proximally paused polymerases. Disruption of this mechanism interfered with the expression of two growth-factor-induced genes regulated by polymerase pausing, but did not influence expression or polymerase occupancy at two non-paused genes [20].

Knowledge of the evolutionary origins of a gene or pathway can inform analysis of its functions [21,22]. Thus, we undertook an evolutionary and functional analysis of the RPB1 CTD sequence and the genes influenced by acRPB1. We found that the presence of multiple K_7_ residues, and thus the potential for RPB1 CTD acetylation, arose with animal multicellularity during an expansion in the overall number of CTD repeats in Metazoa. Our phylogenetic analysis further showed that p300/KAT3B, the acetyltransferase that modifies the RPB1 CTD, was present at the appearance K_7_-containing repeats. We then performed a genome-wide survey of acRPB1 occupancy and its influence on gene regulation in mice. Genes with enrichment for acRPB1 at their promoters and genes dysregulated when acRPB1 was disrupted were specifically enriched for functions in growth-factor signaling, cell adhesion, vascular development, and cell-cell interaction. In addition, the two sets of acRPB1 sensitive genes were enriched for evolutionary origins in early eukaryotes through the ancestor of Euteleostomi (bony vertebrates). Together, our functional and evolutionary results support a model in which K_7_-containing CTDs were selected for in the early history of animal multicellularity. Given the association between polymerase pausing and acRPB1, the potential to acetylate these residues may have enabled tighter control of gene expression as animals grew in complexity and diversified. Indeed, acRPB1 now influences the regulation of growth factor-target genes and genes involved in lineage-specific processes, such as cell adhesion and vasculature development, in mammals.

## Results

### The RPB1 CTD experienced an expansion in repeat number and lysine content in the early history of animals

The RPB1 CTD has undergone considerable change during the evolution of eukaryotes [16]. While the consensus repeat sequence Y_1_S_2_P_3_T_4_S_5_P_6_S_7_ is conserved from yeast to mammals, the number of repeats varies: *S. cerevisiae* has only 26 repeats, while humans have 52 (Figure 1). Conserved heptad repeats are found in the linker-proximal part of the mammalian CTD, but the sequence of the distal heptad repeats, which are not present in yeast, diverge from this consensus sequence. 

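The CTD is the tail of RPB1 and is made of repeats of 7 residues. In the mouse RPB1 sequence of Additional file 2, which holds 1966 residues, 50 repeats fit the pattern of tyrosine, serine or threonine, proline, any residue, serine or threonine, proline and any residue. They run from residue 1593 to residue 1953, counted from the first residue of the protein, and 21 of them read YSPTSPS. A lysine stands at position 7 of the repeat in 8 of them, at residues 1838, 1859, 1866, 1873, 1887, 1908, 1922 and 1936. Of these, 5 read YSPTSPK. The other 3 depart from it at further positions, with YTPASPK ending at residue 1859, YSPTTPK at residue 1887 and YTPTSPK at residue 1908.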

Eight of the non-consensus repeats in human and mouse CTDs carry a lysine at position 7 (K_7_), rather than serine.

**Figure 1:**
**The human RNA polymerase II subunit 1 (RPB1) C-terminal domain (CTD) contains more heptad repeats than the yeasts, and eight of its non-consensus distal repeats have a lysine residue.** In this schematic of the RPB1 CTD for two species of yeast and human, consensus heptad repeats (YSPTSPS) are colored dark gray; repeats with a lysine at position 7 are colored red; and all other non-consensus repeats are in white.

To gain insight into the origins of mammalian K_7_-containing repeats, we modeled the evolutionary dynamics of CTD repeats in a phylogenetically diverse collection of eukaryotes with sequenced *RPB1* genes (Figure 2). Human, mouse, and zebrafish were selected as representative vertebrate species, based on their phylogenetic placement and sequence data quality. In addition to the three vertebrates, we also examined CTD amino acid sequences for 35 other eukaryotes, including worms, insects, fungi, plants, algae, and several recently sequenced early branching animals. For each species, we counted the number of CTD repeats overall, the number of consensus repeats, and the number of repeats with lysine residues (Figure 2; Additional file 1).

**Figure 2:**
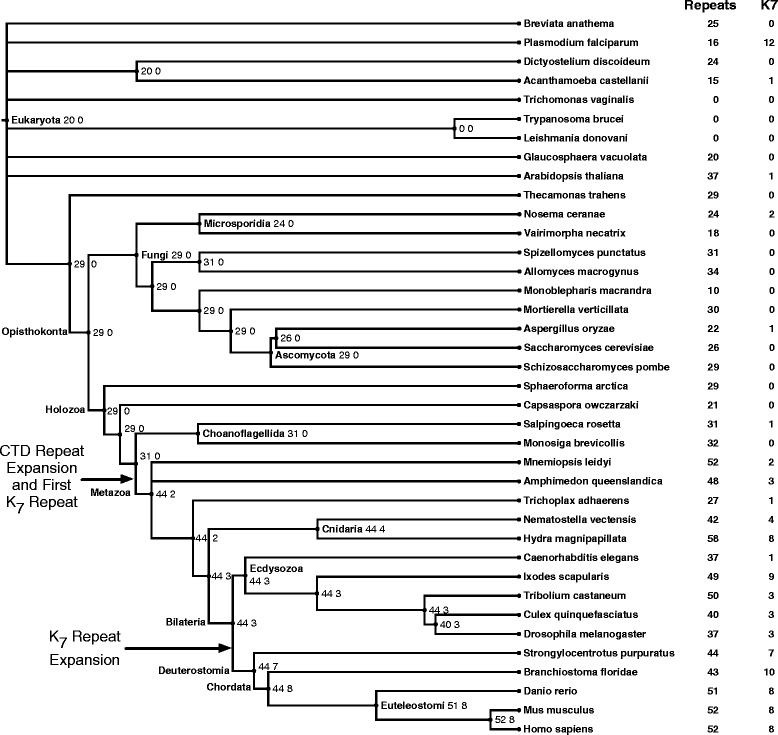
**Lysine-containing CTD repeats first appeared in Metazoa and increased in prevalence in the ancestor of Deuterostomia.** Phylogenetic tree of eukaryotic species considered in our analysis organized by approximate divergence estimates. For each species, the number of RPB1 CTD repeats and lysine-containing repeats are given. Ancestral counts were inferred for each internal node of the tree using symmetric Wagner parsimony. The number of CTD heptad repeats increased substantially in the ancestor of all Metazoa (31 to 44 repeats). This was accompanied by the appearance of repeats with lysine at position seven (K_7_) in ancestral Metazoa and an increase in K_7_ repeats in Deuterostomia (from 3 to 7 repeats).

Ancestral state reconstruction using symmetric Wagner parsimony on the species phylogeny revealed an expansion of CTD repeats in the common ancestor of all Metazoa (Figure 2), as expected from previous studies [16,17]. We estimate that the ancestor of all Metazoa had 44 repeats, while the last common ancestor of Metazoa and their closest relatives, the choanoflagellates, had only 31 repeats. K_7_-containing repeats also first appeared consistently in the ancestor of Metazoa, and this was followed by an increase in the number of K_7_-containing repeats (from 3 to 7) in the last common ancestor of Deuterosomia. All the Cnidaria and Ecdysozoa examined have K_7_-containing repeats, but with the exception of the deer tick (*Ixodes scapularis*) and hydra (*Hydra magnipapillata*), the number is comparatively small (see Discussion). The plants, algae, and other eukaryotes we examined have half as many or fewer repeats as the Metazoa, and only one has more than two lysine-containing repeats: *Plasmodium falciparum,* a human pathogen. (See the Discussion and [23] for more on the evolution of the *Plasmodium falciparum* CTD.) Thus, we conclude that CTD repeat length markedly increased with the origin of animals, and the distal repeats gained lysine residues and expanded further in different animal lineages. These results are in agreement with an extensive study of CTD repeat number and content that appeared while this manuscript was in preparation [16].

We found variations on the consensus CTD heptad repeat in all clades (Figure 3). Overall, the seventh position of the heptad repeat is the most variable, but different clades exhibit different patterns of variation. Lysines are common in the seventh position among the deuterostomes, and the repeat profiles for individual deuterostome species (excepting *Brachiostoma floridae*) are more similar to one another than for any other clade. They average only 3% difference between species. In Ecdysozoa, positions four, five, and six are more variable than in other clades, with serines and alanines common in position four. Fungal CTD repeats, with the exception of those in *Aspergillus oryzae* (Figure 3), largely exhibit the consensus sequence; however, they have more variation in the first position than other clades. We also note that some species have a small amount of additional non-repetitive sequence beyond the CTD repeats. CTD repeat counts and sequences for all species examined are given in Additional files 1 and 2, respectively.

**Figure 3:**
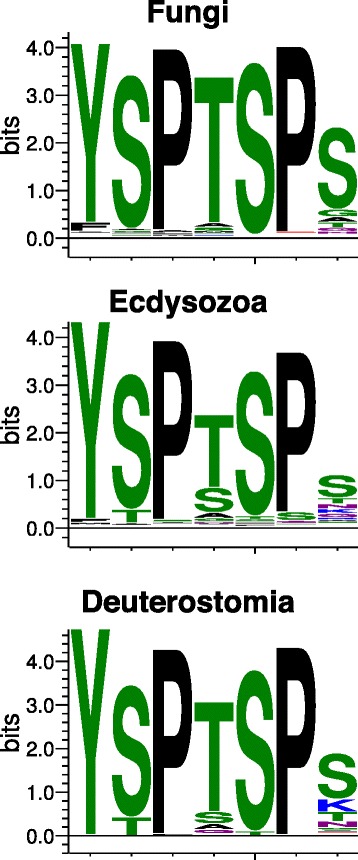
**Sequence logos summarizing repeat sequence variation in Fungi, Ecdysozoa, and Deuterostomia.** Sequence logos were generated from all heptad repeat sequences of relevant species using the LogOddsLogo tool [41]. Most repeat positions are strongly conserved, but different clades exhibit different variations. Lysine is particularly common at position seven in Deuterostomia. See Additional file 1 for RPB1 sequences for all species examined.

### The acetyltransferase p300 was present for the metazoan increase in CTD repeat count and lysine content

The p300/KAT3B acetyltransferase was shown to efficiently target and acetylate the mammalian RPB1 CTD, while another KAT enzyme, PCAF/KAT2B, did not [20]. Recent analysis of the *Capsaspora owczarzaki* genome revealed that p300/KAT3B and its paralog, CBP/KAT3A, were present before the divergence of *Capsaspora* from choanoflagellates and metazoans [24]. To further refine this estimate, we searched for homologs in the additional early branching holozoan species considered in our CTD analysis and other eukaryotic genomes. All tested holozoans contain a gene with significant homology (all have BLAST E-values < 7E-155) to human/mouse p300 and CBP; thus, the ancestor of this gene was present for the metazoan expansion of the CTD and introduction of K_7_-containing repeats. Homologs of this family are present in plants [25], but we did not find clear homologs in the fungi. This suggests that the KAT3 family may be a more ancient eukaryotic family that has been lost in some lineages and maintained in others.

We also determined the phylogenetic age of 17 KAT enzymes with expressed in both mouse and humans [26] using ProteinHistorian [22], a web server that estimates protein ages, and found a wide range of predicted evolutionary ages (Additional file 3).

### Acetylation of RPB1 regulates many mammalian genes

Mutating the RPB1 CTD to prevent acetylation was shown to disrupt the expression of two immediate-early genes (*c-Fos* and *Egr2*) in the epidermal growth factor (EGF) and ERK/MAPK pathways with paused polymerases, but it did not influence the expression of several housekeeping genes [20]. To explore the functional relevance of acetylation of the RPB1 CTD genome-wide, we analyzed two sets of genes influenced, directly and indirectly, by acRPB1. First, we analyzed the total and acetylated RNA Pol II promoter occupancy in mouse embryonic stem cell (ESC) ChIP-Seq data from Schroeder et al. [20]. We found 10,078 genes with acetylated RNA Pol II occupancy at their promoters, and 707 genes with significant enrichment for acetylated RNA Pol II at their promoters over total RNA Pol II levels (Methods; Additional file 4). We will refer to these gene sets as “acRPB1 occupied” and “acRPB1 enriched,” respectively. 

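Gene expression was profiled in NIH/3T3 cells, an immortalized line of mouse fibroblasts, that stably expressed HA-tagged RPB1 and were cultured with α-amanitin, an inhibitor of RNA polymerase II. HA-tagged wild type RPB1 was carried by 3 samples, called biological replicates by the paper, and RPB1 with its K_7_ residues changed to arginine by the other 3. RNA of each sample was hybridized to an Affymetrix Mouse Gene 1.0 ST array, which reads a transcript with several probes grouped in a probe set. The authors normalized the values and scaled them to log2. The submitters' processing notes name Affymetrix Power Tools, and the paper's text does not name the normalization method. The deposited table holds 35557 probe sets per array. Median log2 intensities were 4.49, 4.52 and 4.51 on the wild type arrays and 4.54, 4.54 and 4.53 on the 8KR arrays. Across the tested probe sets, correlations between arrays were 0.982 to 0.984 within a group and 0.975 to 0.978 between groups, so no array was a copy of another. Following the methods, 7014 probe sets in which neither group had a mean above 3.0 were removed. The remaining 28543 were fitted with limma (lmFit and eBayes, 8KR minus wild type), and p-values were adjusted by the Benjamini-Hochberg method. A single gene symbol belonged to 18679 of these probe sets, several symbols to 1185 and none to 8679. Each gene was represented by its probe set with the highest mean over the 6 arrays, which gave 17145 genes. The number of arrays limits the precision, and whether the 3 replicates of a condition come from 1 stably expressing population is not given in the sources used here. In simulated data for this comparison, over the same 28543 probe sets, 6% of probe sets given a log2 difference of 0.5 were recovered, 68% of those given 1, 92% of those given 2 and 100% of those given 3. The simulation changed 50 probe sets at each size, whereas 1245 probe sets passed in the real data. The Benjamini-Hochberg cutoff depends on how many probe sets change, so these shares do not give the recovery in the real data.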

Second, we expressed a mutated murine HA-tagged RPB1 in which all K_7_ residues were substituted by arginines (8KR) in mouse NIH/3 T3 fibroblasts (Methods; [20]). This mutation prevents acetylation while preserving the positive charge at these positions. 

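In 8KR cells, 399 genes rose and 525 fell relative to wild type cells out of the 17145 tested, at an adjusted p under 0.05 from limma. These counts depended on the processing. They were 817 and 920 with the filter at a group mean above 5.0 and 685 and 843 with an intensity trend in limma's variance. Over probe sets with a single gene symbol they were 754 and 884. They fell to 287 and 345 with an ordinary test per probe set and to 22 and 41 with the replicate number as a block. Igf2, which encodes an insulin-like growth factor, showed the largest rise among genes that are not predicted gene models, from a log2 intensity of 5.07 ± 0.28 (SD, n = 3) to 9.98 ± 0.08 (SD, n = 3), or 30.2-fold (log2 difference 4.92, standard error 0.15, adjusted p = 4.68e-04 from limma). Cyp1b1, a cytochrome P450 enzyme, rose from 6.77 ± 0.05 to 9.12 ± 0.12 (SD, n = 3 each; adjusted p = 5.04e-04 from limma). Cck, which encodes the peptide hormone cholecystokinin, fell by 3.42 on the log2 scale, from 8.02 ± 0.10 to 4.60 ± 0.17 (SD, n = 3 each; adjusted p = 4.68e-04 from limma). Dcn, a matrix proteoglycan that binds collagen, fell by 3.37 on the same scale, from 7.84 ± 0.18 to 4.47 ± 0.05 (SD, n = 3 each).

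**Figure D1:**
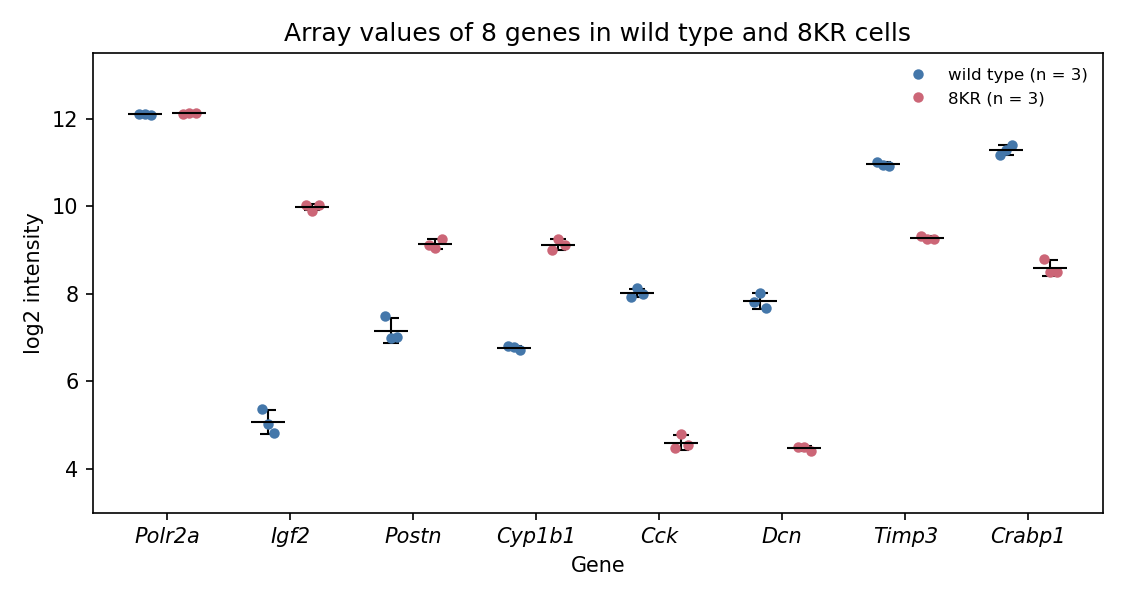
Log2 intensity (vertical axis) of 8 genes on the 3 wild type arrays (blue) and the 3 8KR arrays (red), with 1 point per array, the mean as a horizontal line and the SD as an error bar. Polr2a lies near 12.1 in both groups, whereas Igf2, Postn and Cyp1b1 lie higher on all 8KR arrays, and Cck, Dcn, Timp3 and Crabp1 lie lower.

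Among the 12 largest rises were also Eif2s3y, a Y-linked gene for a subunit of a translation initiation factor (log2 difference 3.34), the small GTPase gene Rab3c (2.85), Renbp (2.81), the protocadherin gene Pcdhb7 (2.20), Adgre5 (2.13), the imprinted gene Peg3 (2.10), the glypican gene Gpc6 (2.08), Megf10 (2.00), Ms4a4d (1.99) and Nlrp4e (1.99). Wild type means of Eif2s3y (2.56), Renbp (2.90) and Nlrp4e (2.12) lay below 3.0, the cutoff for background in the paper's methods. Their log2 differences are therefore lower bounds, and their places among the largest rises are not exact. The 12 largest falls included Ppargc1a, a coactivator of mitochondrial genes, with a log2 difference of -3.24, and Sod3, an extracellular superoxide dismutase, with -3.23. They also included Ppef1 (-3.13), Fetub (-2.77), the glypican gene Gpc4 (-2.75), Crabp1, which encodes a retinoic acid-binding protein (-2.69), the heparan sulfate sulfatase gene Sulf2 (-2.68), Hoatz (-2.67), the matrix gene Prelp (-2.67) and Adam23 (-2.64). Of the genes that passed, 198 had a log2 difference of at least 1 in size, 74 of them higher and 124 lower in 8KR cells. For all 924 genes that passed, the 3 8KR arrays lay on the same side of the 3 wild type arrays, as they did for 29.7% of all tested genes, where chance gives 10%. Passing the test on these arrays nearly requires this separation, so for the genes that passed it is not separate evidence. Counted as probe sets, 567 rose and 678 fell, and 5633 had an unadjusted p under 0.05, where chance gives 1427. Without wild type replicate 1, 2 or 3, the number of probe sets that passed was 371, 406 and 386, and without 8KR replicate 1, 2 or 3 it was 368, 377 and 372. Of the called genes, 212 lay in 18 stretches of neighbouring genes shifted together, and leaving out those stretches and Y-linked genes, a choice made after seeing the data, left 271 dysregulated genes higher in 8KR and 438 dysregulated genes lower in 8KR. Among the largest rises and falls, Rab3c, Cyp1b1, Pcdhb7, Megf10, Crabp1, Hoatz and Adam23 lie in these stretches. Genes named below that lie in them include Actn4, Hgf, Itga11, Zfp36, Gpx1, Gstcd, Stard4, Loxl1 and Supt5.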

Gene expression profiling using microarrays identified 1787 RNAs that were significantly (False Discovery Rate (FDR) < 0.05) up- or down-regulated in 8KR cells compared to wild type cells. We refer to these as “acRPB1 dysregulated genes”. In the following, we focus on the acRPB1 enriched genes, which reflect the direct influence of acRPB1, and the acRPB1 dysregulated genes, which summarize the broader downstream effects of RPB1 acetylation.

There was significant overlap between the acRPB1 enriched and dysregulated genes (83 genes; p < 0.0001, chi-squared test). The relatively modest magnitude of this overlap likely reflects the different origins of the gene sets. The ChIP-Seq was performed on ESCs, while the microarrays are from fibroblasts. AcRPB1 is likely involved in many context-dependent responses in different cells, and a gene with enrichment for acRPB1 at its promoter in one context is not necessarily dysregulated in all contexts if the ability to acetylate RPB1 is lost. It also suggests that some genes dysregulated in the disruption of acRPB1 may not be directly regulated by acRPB1. However, it is also possible that some differences in the gene sets result from technical artifacts due to the different experimental techniques used to define them.

### Genes influenced by acetylation of RPB1 are enriched for functions in growth-factor response, cell adhesion, regulation of gene expression, and vasculature development

We used DAVID [27,28] to calculate Gene Ontology Biological Process (GO BP) annotations and KEGG pathways enriched among acRPB1 enriched (Table 1) and dysregulated genes (Table 2). To account for the many annotations tested, we considered tests with expected FDR < 0.05 significant. The acRPB1 enriched genes are annotated with general regulatory GO BP functions more often than expected by chance; for example, protein amino acid phosphorylation (FDR = 0.01) and negative regulation of gene expression (FDR = 0.02) are both significantly enriched. 

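Genes of cell adhesion changed in both directions in 8KR cells. Of 164 genes in lists of integrins, collagens, matrix glycoproteins, cadherins and other adhesion molecules, 19 rose, 17 fell and 128 did not pass, and 51 passed when adjusted over the list alone. Calls were more frequent than among all other tested genes (odds ratio 5.10, p = 3.38e-13, two-sided Fisher's exact test). Of 42 cadherins and protocadherins, which join neighbouring cells, 10 rose, all of them members of the clustered Pcdhb family, and Pcdh19 fell by 2.04 on the log2 scale. Pcdhb18 had a log2 difference of 1.80 and Pcdhb17 of 0.99. The list had an adjusted p of 0.0129 from limma's camera test with a preset correlation and an adjusted p of 0.384 with an estimated correlation. The Pcdhb genes lie side by side in a stretch of shifted genes, and 1 gene of this list was called once such stretches were left out. Of 26 collagens, none rose and 5 fell, with Col12a1 at a log2 difference of -2.56, Col6a2 at -0.89, Col6a1 at -0.84 and Col11a1 at -0.77 (8 of the 26 had an unadjusted p under 0.05). Random lists matched on mean intensity gave the collagen calls an adjusted p of 0.125. For the collagens the camera test gave an adjusted p of 0.00486, and again an adjusted p of 0.384 with an estimated correlation. Of 36 laminins and other matrix glycoproteins, 7 fell, among them the laminin gene Lama4 (log2 difference -1.39), and 2 rose, Postn (1.98) and Thbs1 (1.05). Among 20 integrins, the matrix receptors of the cell surface, Itga3 (1.24) and Itga8 (0.93) rose and Itga11 fell by 1.99. Of 40 other adhesion molecules, 5 rose, including Vcam1 (0.67) and Nectin2 (0.64), and 3 fell, including Ninj1 (-0.82) and Sdc2 (-0.80). Of 71 genes of vascular development, 6 rose, 5 fell and 60 did not pass, and 15 passed when adjusted over the list alone (odds ratio 3.24, p = 0.00138, two-sided Fisher's exact test). Ackr3, a chemokine receptor, rose by 1.07 on the log2 scale, whereas its ligand gene Cxcl12 fell by 2.55 and the growth factor gene Vegfd fell by 1.56. Both lists were written after the study's enriched terms had been read, so their enrichment is not independent evidence of those terms. Without wild type replicate 1, 2 or 3, the adhesion lists had 21, 19 and 18 calls and the vascular list 5, 4 and 4, and without 8KR replicate 1, 2 or 3, they had 19, 20 and 22 and 5, 4 and 5. In the same order of arrays the list collagens had 1, 2, 1, 1, 1 and 3 calls (exact p = 0.343, 0.0722, 0.352, 0.342, 0.353 and 0.00831), and the list other cell adhesion molecules had 2 without wild type replicate 2 or 3 or 8KR replicate 3 (exact p = 0.149, 0.142 and 0.137).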

The dysregulated genes are enriched in GO BP functions in cell adhesion (FDR = 6.6E-9), vasculature development (FDR = 7.3E-4), and blood vessel development (FDR = 8.3E-4). The top KEGG pathway enrichments for both gene sets were largely consistent with the GO BP analysis, though some did not maintain significance after FDR-based multiple test correction. Within KEGG, the acRPB1 enriched genes had nominally significant overlap (uncorrected p < 0.05) with genes involved in several developmental signaling pathways, focal adhesion, and actin cytoskeleton regulation (Additional file 5). Similarly, the dysregulated genes showed enrichment for the focal adhesion (FDR = 0.001) and extracellular matrix receptor interaction (FDR = 0.02) pathways, as well as weaker associations with pathways involved in actin cytoskeleton regulation, axon guidance, and several signaling and metabolic pathways (Table 2; Additional file 5). Thus, the direct and indirect targets of acRPB1 appear to be involved preferentially in regulation (both signaling and transcription), cell adhesion, and vasculature development.

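Focal adhesion genes were called more often than other tested genes, in both directions. Of 105 genes of focal adhesions, the sites where integrins tie the matrix to actin, 9 rose, 13 fell and 83 did not pass, and 35 passed when adjusted over the list alone (odds ratio 4.74, p = 3.30e-08, two-sided Fisher's exact test). Among the adhesion plaque and signaling proteins of this list, 7 of 50 rose and 5 fell. Actn4, an actin crosslinker, rose by 0.81 on the log2 scale, whereas Hgf, a growth factor, fell by 1.52 and the PDGF receptor gene Pdgfra fell by 0.75. Actn4 and Hgf lie in stretches of neighbouring genes shifted together, as does the integrin gene Itga11. Of 82 genes of the matrix and its receptors, 4 rose, 13 fell and 65 did not pass, and 26 passed when adjusted over the list alone (odds ratio 4.66, p = 1.39e-06, two-sided Fisher's exact test). The downward shift of this list had p = 0.0285 from limma's camera test with a preset correlation and p = 0.281 with an estimated correlation. Of 42 actin cytoskeleton genes and serum response factor targets, 6 rose, including Ankrd1 (log2 difference 1.36), and 4 fell, including the smooth muscle actin gene Actg2 (-1.60) and the actin-capping genes Capg (-1.06) and Gsn (-0.63). The calls of this list had an adjusted p of 0.0602 against random lists matched on mean intensity. On balance this list lay higher in 8KR cells, with an adjusted p of 0.0225 from camera and an adjusted p of 0.656 with an estimated correlation. Of 57 axon guidance genes, Sema5a (0.70) and Unc5b (0.60) rose, Plxnb2 (-0.60) and Epha7 (-0.77) fell and 53 did not pass (p = 0.549, two-sided Fisher's exact test), with 9 passing when adjusted over the list alone. Of 35 genes of glutathione metabolism, which detoxifies peroxides and foreign compounds, 4 rose, among them Mgst1 (1.40) and Gstcd (0.80), and 6 fell, among them Gpx1 (-0.75) and Gstm1 (-0.64). That share exceeded that of other genes (odds ratio 7.08, p = 1.05e-05, two-sided Fisher's exact test), and 16 passed when adjusted over the list alone. Gpx1 and Gstcd lie in shifted stretches, and Gstm1 lies in a row with Gstm2 and Gstm3, which also fell. The exact test counts such linked genes as independent, so its p may be too small. In cholesterol synthesis and uptake, Hmgcs1 (0.42) and Stard4 (0.44) rose and 18 of 20 genes did not pass. The list's median log2 difference was -0.17, with 6 of the 20 genes higher in 8KR cells. When adjusted over the list alone 6 passed, 3 higher and 3 lower. The focal adhesion and matrix receptor lists were written after the study's enriched pathways had been read and share members with the adhesion lists, so they are not independent evidence of those pathways. Without wild type replicate 1, 2 or 3 and then 8KR replicate 1, 2 or 3, the focal adhesion list had 8, 8, 7, 7, 8 and 11 calls, the matrix receptor list 10, 10, 9, 9, 9 and 12, and the actin list 4, 5, 5, 3, 3 and 3. In the list glutathione metabolism they numbered 2, 3, 4, 3, 4 and 2 (exact p = 0.108 without wild type replicate 1 and 0.110 without 8KR replicate 3), and the list focal adhesion proteins had 3 without wild type replicate 2 (exact p = 0.0537).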

**Table 1:** **Functional annotations and pathways enriched among acRPB1 enriched genes**

**Functional Annotation**	**Number of genes**	**Fold enrichment**	**Raw p-value**	**FDR**
Protein amino acid phosphorylation (GO BP)	42	2.1	7.09E-06	0.01
Neg. regulation of gene expression (GO BP)	34	2.2	1.15E-05	0.02
Neg. regulation of macromol. biosynthetic process (GO BP)	34	2.1	2.89E-05	0.05

**Table 2:** **Functional annotations and pathways enriched among acRPB1 dysregulated genes**

**Functional Annotation**	**Number of genes**	**Fold enrichment**	**Raw ** **p-value**	**FDR**
Cell adhesion (GO BP)	105	2.0	3.6E-12	6.6E-09
Vasculature development (GO BP)	51	2.1	4.0E-07	7.3E-04
Blood vessel development (GO BP)	50	2.1	4.6E-07	8.3E-04
Focal adhesion (KEGG)	42	2.2	1.1E-06	0.001
ECM-receptor interaction (KEGG)	22	2.8	1.5E-05	0.019
Blood vessel morphogenesis (GO BP)	40	2.1	1.1E-05	0.019

The disruption of acRPB1 was previously shown to abolish expression of two epidermal growth-factor-induced genes, *c-Fos* and *Egr2*, in mouse fibroblasts [20]. In order to further explore the connection between EGF-induced genes and RPB1 CTD acetylation, we analyzed the expression and promoter acRPB1 occupancy of several curated sets of growth factor responsive genes. First, we identified 49 mouse homologs of human genes whose transcription is directly induced by EGF signaling (Additional file 6) [29]. 

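Few EGF-induced genes passed the test in 8KR cells. Of the 49 genes, 3 rose, 1 fell and 45 did not pass. Nr4a1, an orphan nuclear receptor of the immediate-early response, rose from a log2 intensity of 5.93 ± 0.10 (SD, n = 3) to 7.18 ± 0.04 (SD, n = 3; log2 difference 1.25, standard error 0.08, adjusted p = 0.00246 from limma). Zfp36, which promotes the decay of messenger RNAs, rose by 0.55 on the log2 scale, and the transcription factor gene Klf6 rose by 0.44. Tiparp, an ADP-ribosyltransferase gene, fell by 0.85. Fos, an immediate-early transcription factor gene and a member of the list, had a log2 difference of 0.20 (standard error 0.17, unadjusted p of 0.283 from limma) and did not pass. Its means, 4.18 in wild type and 4.38 in 8KR cells, lay below the median intensity of every array. Egr2, another EGF-responsive transcription factor gene and not a member of the list, fell by 1.20 on the log2 scale, from 6.12 ± 0.24 to 4.92 ± 0.15 (SD, n = 3 each; standard error 0.15, adjusted p = 0.0133 from limma). The paper describes no growth factor treatment of the cells on these arrays, so the induction of Fos and Egr2 by EGF was not tested. The share of EGF-induced genes called did not differ detectably from that of all other tested genes (odds ratio 1.56, p = 0.336, two-sided Fisher's exact test), and 11 passed when adjusted over the list alone. With an intensity trend in limma's variance 10 were called (p = 0.0101), and over probe sets with a single gene symbol alone 9 were called (p = 0.0476), both by the same exact test. Leaving out any 1 of the 6 arrays left 1 call.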

Overall, EGF-induced genes overlap significantly with acRPB1 enriched genes (5 of 48 with promoter occupancy data, p = 0.001, Yates’ chi-squared test), as well as the dysregulated genes (10 of 49; p = 0.001). The association between acRPB1 and EGF became even stronger when we considered promoter acRPB1 occupancy (regardless of whether it was significantly higher than total RPB1 occupancy): 73% (35 of 48) of EGF genes had acRPB1 occupancy (p = 1E-8). Similarly, the number of EGF genes nominally dysregulated (p < 0.05) was also significant (19 of 49; p = 0.003).

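At an unadjusted p under 0.05 from limma, 7 EGF-induced genes lay higher and 12 lower in 8KR cells. Besides the 4 genes that also passed after adjustment, they included Fosl1 (log2 difference -0.48), a member of the Fos family, and Jun (-0.34), its dimerization partner, both lower without passing after adjustment and both picked after their values were seen. The share, 38.8%, compared with 21.8% of all other tested genes (odds ratio 2.27, p = 0.00822, two-sided Fisher's exact test). EGF-induced genes were brighter on the arrays than most genes, and random lists matched on mean intensity held 15.3 such genes on average (p = 0.313, two-sided permutation test over 10000 random lists). Over genes with a group mean above 5.0 the exact test gave p = 0.343, and with 14 genes each it gave p = 0.0953 without wild type replicate 2 and p = 0.0957 without 8KR replicate 3.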

Given the association between acRPB1 and EGF-induced genes, we investigated whether acRPB1 regulated genes induced by other growth factors by analyzing 100 genes induced by platelet-derived growth factor (PDGF; Additional file 6) [30]. 

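PDGF-induced genes changed more often than other genes in 8KR cells, in both directions. Of the 94 that were matched to the arrays and tested, 9 rose, 7 fell and 78 did not pass. Ccl2, a chemokine that attracts monocytes, fell by 1.86 on the log2 scale, from 9.38 ± 0.10 to 7.51 ± 0.19 (SD, n = 3 each; standard error 0.12, adjusted p = 0.00228 from limma). Plod2, which hydroxylates collagen lysines, fell by 1.11 (standard error 0.10, adjusted p = 0.00539 from limma). F3, the tissue factor that starts blood clotting, rose by 1.05 (standard error 0.09, adjusted p = 0.00612 from limma). Of the PDGF-induced genes 17.0% were called, against 5.33% of all other tested genes (odds ratio 3.65, p = 3.89e-05, two-sided Fisher's exact test). Random lists matched on mean intensity held as many calls with p = 0.0046 (two-sided permutation test), and 26 of the genes passed when adjusted over the list alone. At an unadjusted p under 0.05, 22 lay higher and 14 lower (p = 3.69e-04, two-sided Fisher's exact test). Leaving out wild type replicate 1, 2 or 3 left 5, 6 and 5 calls, leaving out 8KR replicate 1 left 5, and leaving out 8KR replicate 2 or 3 left 4 (exact p = 0.0716 and 0.0665).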

There was a similar enrichment for PDGF-induced genes among acRPB1 occupied (65 of 100; p = 0) and dysregulated (23 of 100; p = 8E-8) genes, but not among acRPB1 enriched genes (2 of 100; p = 0.906). Thus, genes induced by both growth factors are regulated by acetylation of the RPB1 CTD, though perhaps mostly indirectly in the case of PDGF. 

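Among genes induced only by PDGF, those that passed lay on both sides in 8KR cells, 6 higher and 7 lower. The 3 that passed among genes induced by both factors were higher, and the 1 that passed among genes induced only by EGF was lower. Over all tested members, whether or not they passed, log2 differences lay between -0.85 and 0.35 for EGF only, between -1.86 and 1.05 for PDGF only and between -0.42 and 1.25 for both factors. As groups, EGF-induced genes (p = 0.359 from limma's camera test with a preset correlation) and PDGF-induced genes (p = 0.452) were not detectably shifted. The lowest value belonged to the chemokine gene Ccl2 and the highest to the nuclear receptor gene Nr4a1.

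**Figure D2:**
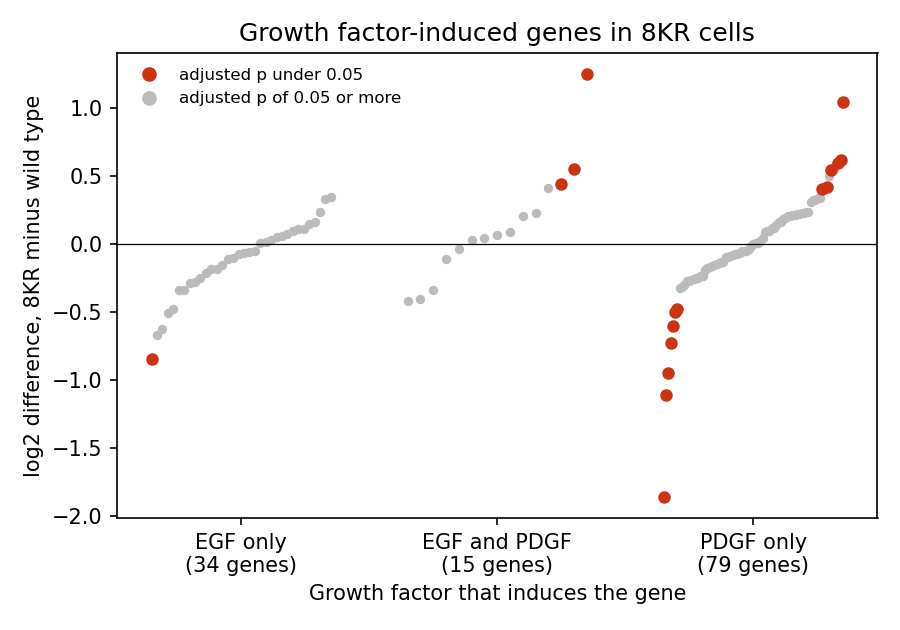
Log2 difference between 8KR and wild type cells (vertical axis) for each tested gene induced by EGF only (34 genes), by EGF and PDGF (15 genes) or by PDGF only (79 genes), sorted by value within each group. Red points have an adjusted p under 0.05 and grey points do not, and red points lie on both sides of 0 among the genes induced by PDGF only.

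From the overlaps of the EGF-induced set and of the PDGF-induced set with the dysregulated genes and with acRPB1 occupancy, and from the overlap of the EGF-induced set with the acRPB1-enriched genes, the paper concludes that the genes of each set are regulated by acetylation of the CTD. PDGF-induced genes were not enriched among the acRPB1-enriched genes, and the paper proposes that for PDGF this regulation is perhaps mostly indirect.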

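Among genes induced by EGF but not PDGF, 1 of 34, Tiparp, was called in 8KR cells when adjusted over all genes. A missed call does not show that a gene stayed the same, and Mbnl2 (log2 difference -0.51, unadjusted p of 0.00311 from limma), Pias1 (-0.63, 0.00518) and Rbms1 (0.35, 0.00522), picked after their values were seen, had small unadjusted p-values without passing. Of the 79 genes induced by PDGF but not EGF, 13 were called, among them Tsc22d1 (log2 difference 0.59), Nampt (0.54), Tnfaip2 (-0.60) and the caveolin gene Cav2 (-0.50). The shares, 2.94% and 16.5%, were compared directly, and the test did not pass (odds ratio 0.156, p = 0.0608, two-sided Fisher's exact test). With quantile normalization the exact test gave p = 0.0363, and with an ordinary test per probe set in place of limma's moderated test it gave p = 0.0310. Leaving out 1 array at a time gave exact p between 0.314 and 0.553. With the 15 shared genes kept in both sets, a comparison added after seeing the data, 8.16% of EGF-induced and 17.0% of PDGF-induced genes were called (p = 0.205, the same exact test).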

Supporting this conclusion, EGF-induced genes were more strongly enriched among acRPB1-enriched genes than PDGF-induced genes (p = 0.008, Fisher’s exact test), but both growth factors were similarly represented among dysregulated genes (p = 0.381). Fifteen genes were present in both the EGF- and PDGF-induced sets; the above results were similar when these genes were not considered in the analysis.

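The 15 genes in both sets include Nr4a1, Zfp36 and Klf6, which rose in 8KR cells, and 12 that did not pass. These 3 of 15 made a larger share than among all other tested genes (odds ratio 4.40, p = 0.0437, two-sided Fisher's exact test), although the paper's chi-squared test with Yates' correction gave p = 0.0530. Leaving out any 1 of the 6 arrays gave 1 call in the whole EGF-induced set, so at most 1 among these 15. Without the shared genes, the PDGF-induced genes kept a larger share of calls than all other genes (odds ratio 3.49, p = 2.87e-04 from the same exact test), with 6 higher and 7 lower. The EGF-induced genes did not (1 called, exact p = 1).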

Growth factor-induced genes can be split into two categories: immediate-early genes (IEGs) and delayed primary response genes (DPRGs), which are transcribed after the IEGs, but before secondary response genes [30]. These two classes are relevant, because their transcription occurs before *de novo* protein synthesis, and thus they reflect the direct effects of growth factor signaling versus those further downstream. 

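Both classes of growth factor-induced genes held genes that changed in 8KR cells. Of 55 tested IEGs, 6 rose, 4 fell and 45 did not pass. Those that rose included the nuclear receptor gene Nr4a1, the transcriptional regulator gene Tsc22d1 and F3, and Ccl2 was among those that fell. IEGs were called more often than all other tested genes (odds ratio 3.93, p = 6.30e-04, two-sided Fisher's exact test), and 19 passed when adjusted over the list alone. Of 72 tested DPRGs, 3 rose, 4 fell and 65 did not pass. Nampt, an enzyme of NAD synthesis, was among those that rose, and Plod2, Tnfaip2 and Cav2 were among those that fell. Their share did not pass the same exact test (odds ratio 1.90, p = 0.111), and 14 passed when adjusted over the list alone. The difference between 18.2% of IEGs and 9.72% of DPRGs did not pass either (odds ratio 2.05, p = 0.194, two-sided Fisher's exact test). The number of immediate-early genes called was 4 without any 1 wild type array or without 8KR replicate 1, and 3 without 8KR replicate 2 (exact p = 0.0634) or 3 (exact p = 0.0597). The delayed primary response genes called were enough to pass the exact test with an intensity trend in limma's variance (15 calls, p = 0.00148), over probe sets with a single gene symbol (13 calls, p = 0.0241), with an ordinary test per probe set (7 calls, p = 0.0166), and once shifted stretches and Y-linked genes were left out, a choice made after seeing the data (7 calls, p = 0.0309). With the filter at a group mean above 5.0, 14 were called and the exact test did not pass (p = 0.235). Random lists matched on mean intensity held 5.9 calls on average, against 7 (p = 0.754, two-sided permutation test). The delayed primary response genes called numbered 2 without wild type replicate 2 and 1 without any other array.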

Regardless of the growth factor, both IEGs and DPRGs were enriched among acRPB1-occupied and -dysregulated genes, but the effect was stronger for IEGs than DPRGs (Fisher’s exact test p = 0.047) supporting the hypothesis that acRPB1 targets many IEGs.

### Many genes regulated by acetylation of RPB1 originated early in the evolution of eukaryotes and animals

Evolutionary analysis by ProteinHistorian showed that acRPB1-enriched genes had a significantly different age distribution from all genes with occupancy data (Figure 4A, p ≈ 0, Mann–Whitney *U* test). The acRPB1-enriched genes were significantly enriched for origins on the branch from Opisthokonta to Bilateria (18.3% vs. 11.8%, p < 0.001), the branch from Chordata to Euteleostomi (19.2% vs. 13.9%, p < 0.01), and the ancestral eukaryote branch (14.8% vs. 7.7%, p < 0.001). (Note that due to the species present in the ProteinHistorian database, the resolution of the protein age analysis is not as high as the CTD repeat analysis.) Comparing the evolutionary origins of dysregulated genes to the background of all genes on the array revealed a similar age pattern (Figure 4B; p = 1.4E-52). In particular, the dysregulated genes were enriched for origins in the ancestral eukaryote, the early history of animals (Opisthokonta to Bilateria branch), and shortly thereafter on the Deuterostomia to Chordata and Chordata to Euteleostomi branches (p < 0.001 for each). Both gene sets showed consistent depletion of genes born after the origin of amniotes. Thus, two independent ways of defining genes influenced by acRPB1 underscore a potential role for K_7_ acetylation in regulating RNA polymerase II function at genes that were present as animal multicellularity developed and diversified (Figure 4).

**Figure 4:**
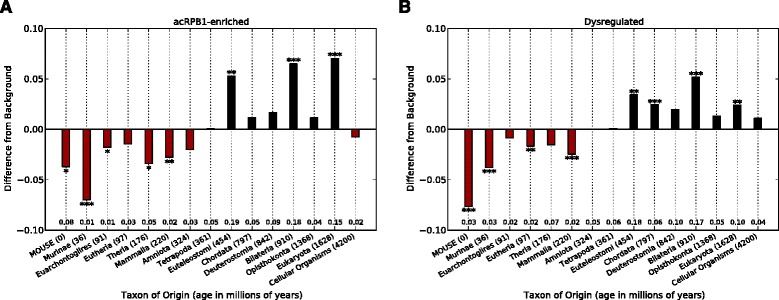
**Genes regulated by acRPB1 are significantly enriched for evolutionary origins from early eukaryotes through early animals.** ProteinHistorian analysis of the evolutionary origins of acRPB1 enriched genes **(A)** and acRPB1 dysregulated genes **(B)** compared with relevant background gene sets. Each bar gives the difference between the proportion of genes of interest and background genes originating in the last common ancestor of a given taxon (* = p < 0.05, ** = p < 0.01, *** = p < 0.001, all Bonferroni corrected). The proportion of genes of interest with origins in each taxon is given along the x-axis. For example, 18% of the acRPB1 enriched genes likely appeared between the origin of Opisthokonta and Bilateria, and this is significantly more (~7%, p < 0.001) than expected from the background of all genes with occupancy data.

Many genes involved in functions enriched among the acRPB1-regulated genes have origins close to the origin of K_7_ repeat-containing CTDs or later during the origin and radiation of vertebrates (Figure 5). The window between the K_7_ repeat expansion and the diversification of vertebrates is enriched with the origin of acRPB1-regulated genes. For example, the EGF-induced genes are significantly enriched for origins on the branch leading to Euteleostomi (p < 0.0001), as are the PDGF-induced genes (p < 0.0001) (Figure 5). Consistent with this pattern, twelve of the 17 (71%) genes in the EGF signal transduction pathway (BIOCARTA), which are necessary for EGF induction, were born between the origin of Bilateria and Euteleostomi; three were present in the last common ancestor of eukaryotes (e.g., MAPK), and only one appeared after the Euteleostomi (Additional file 6). Thus, this pathway’s evolutionary history mirrors that of the genes influenced by acRPB1 (Figure 4).

**Figure 5:**
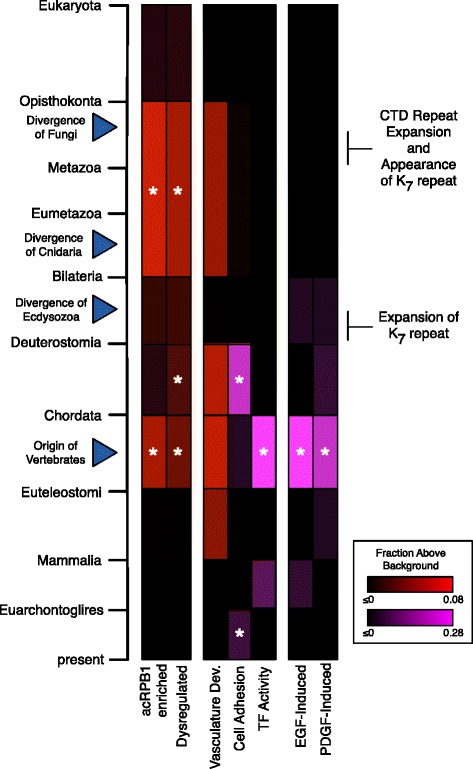
**Summary of the origins of subsets of genes regulated by acRPB1 with respect to relevant evolutionary events.** The period between K_7_ repeat expansion and the diversification of vertebrates, shows particular enrichment for the origin of acRPB1 regulated genes and genes with functions relevant to animals. Each column in the heat map represents the evolutionary origin distribution of a set of genes. Color intensity reflects the magnitude of increase over background in each evolutionary window. Due to the large difference for some gene sets, two scales were necessary (red and purple). Asterisks indicate significant increase over background (Bonferroni-corrected p < 0.05). Relevant evolutionary events are identified with blue triangles. For reference, the first two columns represent the acRPB1 enriched and dysregulated origin distributions (Figure 4). The remaining columns give the origin distributions for functional subsets of genes enriched among acRPB1 sensitive genes.

## Discussion

### AcRPB1 likely first occurred early in the development of animals

Our integrated evolutionary and functional analyses of RPB1, its modifiers, regulators, and targets suggest that the potential for acRPB1 was present in early animals. While we cannot definitively establish the timing of the first acRPB1 event, several lines of evidence suggest that acRPB1 began to occur soon after K_7_-containing heptad repeats appeared during the increase in RPB1 CTD repeat length in the metazoan ancestor. First, elevated repeat count and K_7_-containing repeats are present in nearly all Metazoa. Second, K_7_-containing repeats are rare outside of Metazoa. Third, the ancestor of the p300 KAT enzyme, which acetylates CTD K_7_ residues, was present when the CTD expanded. Fourth, the genes bound and regulated by acRPB1 are enriched for evolutionary origins before and during the appearance and diversification of animals and depleted for origins more recent than the last common ancestor of all bony vertebrates (Euteleostomi). Finally, the functions enriched among genes regulated by acRPB1 suggest involvement in traits essential to the origin and development of complex animal multicellularity.

### AcRPB1 may have served as a basis for establishing the regulation of some functions essential to complex multicellular animals

Transitions to multicellular lifestyles require organisms to perform a range of new functions that facilitate cell adhesion, cell-cell signalling, and context-dependent gene expression [31,32]. We found enrichment for functions in cell adhesion, extracellular matrix signaling, gene regulation, and phosphorylation among genes influenced by acRPB1 (Tables 1 and 2). This suggests a connection between new regulatory mechanisms, such as polymerase pausing, enabled by acRPB1 and the development of animal multicellularity. In addition, the enrichment for vascular development among the genes sensitive to acRPB1 supports the involvement of acRPB1 in the later development and regulation of animal body plan complexity. Indeed, intercellular regulation of proliferation, differentiation, and migration by paracrine factors such as EGF is a unique feature of higher eukaryotes and lies at the root of body complexity in animals [33]. Our analyses show that proper regulation of genes induced by two growth factors, EGF and PDGF, is dependent on the presence of K_7_ residues in the CTD. While our study explicitly provides evidence for the importance of K_7_ residues in EGF- and PDGF-induced transcription, it also suggests that other signal transduction pathways in higher eukaryotes may rely on K_7_ residues for proper gene activation.

### What is the role of acRPB1 in different animal lineages?

The eukaryotic RPB1 CTD experiences posttranslational phosphorylation and methylation modifications that are essential for proper regulation of its activity. The initial expansion in CTD repeat number during the origin of Metazoa likely increased the potential for these RPB1 modifications. Our work suggests that acRPB1 appeared soon after this initial expansion. The integration of K_7_ residues into the RPB1 heptad repeat appears to predate the divergence of the Cnidaria, Ecdysozoa, and Deuterostomia; however, these clades exhibit differences in the number and type of repeats. Deuterostomes exhibit dramatic and consistent high K_7_ count (Figure 2). Nonetheless, the presence of at least one K_7_-containing repeat is conserved in all species analyzed in these clades, and some species (*H. vulgaris* and *I. scapularis*) have high K_7_ counts. Given the role of acRPB1 in promoter-proximal polymerase pausing [20] and the importance of pausing in non-deuterostome species, such as *Drosophila melanogaster* [34], it is possible that acRPB1 occurs commonly in these species in spite of their lower K_7_ content. Indeed, a single K_7_-containing repeat in a modified mouse CTD was sufficient to produce detectable acetylation *in vitro* [20]. Most pausing research has been performed in human, mouse, or fly, and the full phylogenetic range of polymerase pausing is not known. However, it appears that pausing is rare in *Caenorhabditis elegans* [35], a species with only one K_7_ repeat, but systematic studies of pausing and acRPB1 in a more diverse array of species are necessary to resolve this question.

### AcRPB1 may be associated with developmental complexity in different eukaryotic lineages

Recent work has established the plasticity of the RPB1 CTD across eukaryotes and suggested that lineage-specific CTD modifications are associated with increased complexity in different multicellular lineages [16]. While our work does not prove the involvement of acRPB1 in the development of animal multicellularity, it suggests that this novel regulatory mechanism may have played a role in the establishment of the complex gene regulatory programs necessary for the proper cooperation of different cells within complex multicellular animals, in addition to known expansions and rearrangements of gene families [36].

The presence of a non-consensus K_7_ repeat in many plant species [16] suggests the possibility that acRPB1 could have evolved in parallel in another developmentally complex multicellular lineage. However, it is not known whether plant K_7_ repeats are acetylated.

### Why are many K_7_-containing repeats seen in some species of malaria?

K_7_-containing repeats are rare outside of animals, yet in agreement with previous studies, we see many K_7_ repeats in *P. falciparum*, a parasite that causes malaria in humans (Figure 2). In general, *Plasmodium* species have very short repeat regions with high variability between and within species [16,23]. Primate-infecting *Plasmodium* species have many K_7_ repeats, yet this is not true of those that infect other mammals, like rodents, and birds. Analysis of the CTDs of many *Plasmodium* species suggests that expansion of K_7_ repeats in the CTD occurred twice in parallel in different lineages of primate parasites; however, the forces driving these independent primate-specific expansions are not known. The establishment of the acetylation of the CTD [20] and its importance in regulating many ancient genes suggests that CTD acetylation may be involved. However, since acRPB1 occurs in mice, the presence of K_7_ repeats and acRPB1 in the host does not necessarily result in high K_7_ content in the *Plasmodium* CTD. Horizontal transfer of epigenetic regulators, like the Set2 and Set8 methyltransferase domains, occurred in the ancestor of Apicomplexans and has been linked to their transition to parasitism [37]. The Set2 domain interacts with the CTD, but it is absent in rodent infecting *Plasmodium* species. This suggests that there may be differences in the epigenetic methylation and acetylation of the CTD in *Plasmodium* species infecting different mammals, but the nature and effects of these modifications remain uncertain.

## Conclusions

In this work, we trace the evolutionary origin of K_7_-containing RPB1 CTD repeats to the early history of animals. Our integrated evolutionary and functional analyses suggest that the potential for acRPB1 was present at this time and suggest, due to the conserved increased CTD repeat count and K_7_ content, that acRPB1 is a common regulatory mechanism in many animals. Most studies of the genetic changes involved in transitions to animal multicellularity have implicated expansions or rearrangements of gene families [36]. While our work does not prove the involvement of acRPB1 in this transition, it suggests that this novel regulatory mechanism may have provided a foundation on which gene regulatory programs involved in the proper function and cooperation of different cells within complex multicellular animals could be built.

## Methods

### Phylogenetic analysis

We identified species with sequenced RPB1 genes using BLAST searches and previous studies of RPB1 [38]. We confirmed that all sequenced vertebrates have the same pattern of repeats as human and selected human, mouse, and zebrafish (*Danio rerio*) as representative vertebrate species, based on their phylogenetic placement and sequence data quality. Removal of other vertebrate sequences avoids problems with oversampling, as well as problems associated with poor quality or missing data in some species. In addition to the three vertebrates, we included RPB1 amino acid sequences for 35 other eukaryotes, including worms, insects, plants, algae, amoebas, fungi, and several recently sequenced, early branching animals. For each species’ RPB1 sequence, we manually counted the number of CTD heptad repeats and the number of CTD repeats with lysine residues (Additional file 1). To be classified as an acceptable heptad, three of the seven amino acids had to match the consensus sequence or common alterations seen in multiple species.

We modified a species tree downloaded from the NCBI Taxonomy Database to reflect recent research on the evolutionary relationships between the clades considered and the approximate timing of divergence events [36,39]. To model losses and gains of CTD repeats and lysine content within each ancestral clade, we used Wagner parsimony (with an equal weight for gains and losses) as implemented in the Count program for analysis of numerical observations on a phylogeny [40].

Estimates of the phylogenetic age of human and mouse genes were made with ProteinHistorian using asymmetric Wagner parsimony on the PPOD-PANTHER protein-family database [22]. ProteinHistorian was also used to identify significant differences in the distribution of gene ages between gene sets of interest, such as those occupied by different polymerase forms or in different functional classes.

### Sequence logo generation

Sequence logos for clades were created using the online tool LogOddsLogo [41]. In generation of the summary logos for clades, all heptad repeats from the specified species were input into the generator.

### Identification of acRPB1 occupied and enriched genes

To determine promoter RPB1 occupancy genome-wide, we used ChIP-Seq data collected with antibodies for total RPB1 and acetylated RPB1 in mouse embryonic stem cells from [20]. Following their definitions, we considered a gene to be “RPB1 occupied” if it had total RPB1 signal at its promoter (2 kilobases upstream of the transcription start site) greater than twice the input signal at the promoter (total/input > 2). Similarly, we defined “acRPB1 occupied” genes as those with acRPB1 occupancy twice that of the promoter input signal (ac/input > 2). Since the amount of acRPB1 at a promoter strongly correlated with the amount of RPB1 [20], we defined a set of “acRPB1 enriched” genes that were RPB1 occupied and had acRPB1 promoter occupancy at least twice the RPB1 occupancy (total/input > 2 and ac/total > 2). The genes in each set are listed in Additional file 4.

### Identification of genes dysregulated with the disruption acRPB1

We used a HA-tagged mouse RPB1 construct in which all K_7_ residues were substituted with arginines (8KR) [20]. This mutation resembles unacetylated lysines by conserving the positive charge at these positions, but preventing acetylation. To examine the potential functions of K_7_ acetylation in regulating gene expression, we stably expressed wildtype or 8KR HA-RPB1 in murine NIH/3 T3 fibroblasts and cultured these cells in media containing α-amanitin. Both were expressed at equivalent levels, but acetylation was present only in wildtype, and not mutant HA-RPB1. 

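Polr2a, the gene of RPB1, had nearly the same value on all arrays, with a log2 intensity of 12.10 ± 0.01 in wild type and 12.13 ± 0.01 in 8KR cells (SD, n = 3 each). The log2 difference was 0.03 (standard error 0.07, adjusted p = 0.860 from limma). The 3 wild type arrays read 12.10, 12.11 and 12.09, and the 3 8KR arrays 12.12, 12.13 and 12.13. Of the 12 genes for subunits of RNA polymerase II, none passed, including Polr2i (0.41), Polr2g (-0.25), Polr2h (0.12) and Polr2b (-0.10), none passed when adjusted over the list alone and 1 had an unadjusted p under 0.05. Probe sets cannot tell the HA-tagged transcript from the endogenous one, so this measures total Polr2a RNA and not the tagged protein.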

We then performed gene expression profiling using the Affymetrix Mouse Gene 1.0 ST microarray with three biological replicates. Array values were normalized and log_2_ scaled. For statistical analyses, we removed all array probe sets in which no experimental groups had an average log_2_ intensity greater than 3.0. This is a standard cutoff, below which expression is indistinguishable from background noise. Linear models were fit for each gene with the Bioconductor “limma” package in R [42,43]. Moderated t-statistics, fold-change and the associated p-values were calculated for each gene. To account for the fact that thousands of genes were tested, we controlled the false discovery rate (FDR) using the Benjamini-Hochberg method [44]. Genes with p-values corresponding to expected FDRs of 0.05 or less were considered dysregulated compared to wildtype. These genes are listed in Additional file 4. The raw array data are available in the Gene Expression Omnibus (GSE66088).

### Functional annotation of genes

We used the online functional annotation tool DAVID [27,28] to calculate KEGG pathway and gene ontology functional annotation enrichment for each set of genes of interest. EGF-induced and PDGF-induced genes were taken from [29] and [30]. The human gene identifiers from these studies were mapped to their mouse homologs using the HGND database.

### Availability of supporting data

The data sets supporting the results of this article are available as additional files. The microarray data we collected are available from the Gene Expression Omnibus (accession number GSE66088), and the previously collected ChIP-Seq data [20] are available from the Sequence Read Archive (accession number SRX338012).

## Additional files

Additional file 1:
**RPB1 CTD repeat counts for all species considered.**
Additional file 2:
**RPB1 CTD sequences for all species considered.**
Additional file 3:
**Taxa of origin for human/mouse acetyltransferase genes as predicted by ProteinHistorian.**
Additional file 4:
**Lists of acRPB1 occupied, acRPB1 enriched, and dysregulated genes.**
Additional file 5:
**GO Biological Process and KEGG pathway enrichment among acRBP1-enriched and dysregulated genes.**
Additional file 6:
**Lists of EGF and PDGF genes.**

How the deposited data were processed for this re-analysis (not part of the article)

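Gene expression was measured in mouse NIH/3T3 fibroblasts cultured with α-amanitin, on 3 arrays of cells with HA-tagged wild type RPB1 and 3 arrays of cells with 8KR RPB1. Samples were grouped by the genotype and replicate that the sample labels give, and the paper calls them biological replicates. The deposited values are log2 intensities, 1 per probe set and array, which the authors normalized and log2 scaled before they deposited them. Affymetrix Power Tools 1.12.0 is named in the submitters' processing notes, and the normalization method and genome build are not given in the sources used here. The deposited table still holds probe sets below the methods' filter on intensity, so that filter was applied here.

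Everything after that was computed from the deposited log2 values. Probe sets in which neither group had a mean above 3.0 were removed. Differences between 8KR and wild type cells were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates, all 6 arrays), and p-values were adjusted by the Benjamini-Hochberg method over the probe sets tested. A probe set or gene counted as called at an adjusted p under 0.05. Gene symbols came from the platform annotation, in which 21789 probe sets have 1 symbol, 1621 have several and 12147 have none, and they were updated through Entrez identifiers with the RefSeq gene table of assembly GRCm38.p6. That table was used only for names and for which genes neighbour each other, and no coordinates are given because no build is named for the arrays. Probe sets with several symbols or none entered the fit but were not named. A gene was represented by its probe set with the highest mean over the 6 arrays.

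Lists of EGF-induced and PDGF-induced genes and their classes were read from Additional file 6, and 128 of its 134 genes were matched to tested genes. In addition, 32 lists of genes were fixed, covering adhesion, matrix, vessels, cytoskeleton, metabolism, transcription, stress, inflammation and markers of other cell types. Calls in a list were compared with those among all other tested genes by a two-sided Fisher's exact test, and also with 10000 random lists drawn within 20 bins of mean intensity. Each fixed list was further tested with limma's camera, which compares a list's shift with that of other genes, at a preset correlation of 0.01 and with an estimated one, and with limma's fry, which tests whether a list's genes move on balance one way. These p-values were adjusted over the 32 lists. The design, the lists, the alternatives and the rule for naming genes were set before the data were examined, although the dysregulation column of Additional file 6 had been seen. The rule took the 12 largest rises and 12 largest falls among called genes with arrays of the 2 groups not overlapping and a symbol that is not a predicted gene or a receptor of smell, the genes the paper names for these cells, and up to 4 members of each list with the smallest adjusted p.

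The fit was tested on simulated data before use. Of 50 probe sets given a log2 difference of 0.5, 3 were recovered, and of 50 each given 1, 2 and 3, the numbers were 34, 46 and 50, while 9 unchanged probe sets were called, or 6.34% of the calls. Fewer probe sets changed in the simulation than passed in the real data, so these shares do not carry over to the real cutoff. Arrays give no count of reads, and their number limits the precision of every difference. Alternatives covered the filter, the normalization, the variance model, array weights, the replicate number as a block, each array left out in turn, probe sets with a single symbol, an ordinary test per probe set, stricter thresholds, the chi-squared test with Yates' correction and the matched background. Figures were drawn with matplotlib 3.10.9.

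The overlap of dysregulated genes with acRPB1-enriched genes was not analysed here, because the tables used here do not pair the identifiers of Additional file 4 with the genes of the arrays. Functional annotation with DAVID and gene ages from ProteinHistorian were not repeated. The polymerase occupancy data were not analysed here.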

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

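Of the tests in this part, those of the Y-linked genes, of the scaling, of intensity and of contrasts within groups were chosen after the result was seen.

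Some but not all tested genes of the Y chromosome differed between the groups, which the paper does not discuss. Srsy, Sry and Uba1y had log2 differences of 0.11, 0.25 and -0.11 and were not called. Eif2s3y, Kdm5d and Uty had log2 differences of 3.34, 1.72 and 1.56 (adjusted p = 5.95e-04, 0.00908 and 0.00249 from limma), higher on 3 of 3 8KR arrays. Wild type means of Eif2s3y (2.56) and Uty (2.38) lay below the filter's 3.0, so their differences are lower bounds. A scaling difference between arrays is argued against by the median log2 difference of all tested genes, 0.00877. A candidate explanation is the loss of the chromosome from the wild type cells, since the highest wild type mean of these 3 genes was 3.12, near the filter's 3.0. Sry and Uba1y had wild type means of 5.57 and 4.24, 8KR means of 5.82 and 4.13, and were not called. They would count against a full loss only if these probe sets read Y-linked transcripts, which was not tested. An effect of the 8KR mutation on these genes stays open as the untested biological explanation.

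By a permutation test, genes called in the same direction lay next to each other in 73 pairs, against a mean of 25.2 and a highest value of 44 in 10000 random orders, and 60 pairs shared no name root (random mean 23.1, highest 41; one-sided p = 1e-04 for both, the smallest these orders can give). Control shared by next neighbours only is argued against, since among genes that were not called the differences of genes 25 places apart correlated at 0.0743 across genes, above 0.0236, the highest of 1000 random orders (one-sided p = 9.99e-04, the smallest these can give; genes are not independent replicates). Copy number of long segments stays open. The test used 18 segments, joined from runs of 50 genes with a median beyond that of any run in the random orders. They held 43.8% of the pairs, between the bounds set for and against copy number. Array noise shared by neighbours was compared with the 9 other splits, whose highest correlation was 0.0385 against 0.0759 in the real one. Those splits cannot decide, since they hold part of the real difference. Contrasts within groups gave -0.00502 to 0.0122, which argues against noise that varies between the arrays of a group. Noise common to all arrays of a group was not tested and stays open. The segments include one from Gm10125 to Synpo with 271 tested genes, 39 called higher and 2 lower, and one from Sik2 to Dis3l with 136 genes, 1 higher and 20 lower. A difference in chromosomes between the cell populations and an effect of the mutation both stay open, and whether the 3 replicates of a condition come from 1 stably expressing population is not given in the sources used here.

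Calls were more frequent in the PDGF-induced, adhesion, focal adhesion and matrix receptor lists, and not in these alone. Of the 32 fixed lists 13 held more calls than other genes, of which 5 are parts of the lists just named and 8 are not, although some of the 8 share genes with them. Of these 8, 4 also passed against random lists matched on mean intensity, among them TGF-beta and myofibroblast genes (odds ratio 7.97) and glutathione metabolism (7.08). Calls were also more frequent among bright genes, at 0.770% in the dimmest of 4 equal groups by mean intensity and 2.47%, 7.30% and 11.0% in the next 3. Intensity as the whole cause in the first 4 lists is argued against, since the largest p of these 4 lists against random lists matched on mean intensity was 0.0046. Whether the mutation or another difference between the populations lies behind it was not tested, so this stays open.

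Igf2, an imprinted growth factor gene that the paper does not discuss, had a log2 difference of 4.92. Of 20 tested genes of the Pcdhb cluster, 10 were called higher, none was called lower and 10 did not pass, with a median log2 difference of 0.68. The calls include 214 probe sets with no gene symbol in the annotation used here.

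With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split called 1245 probe sets and the highest of the others 0, and 1 split, the real one, reached the real value.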

How the results depend on the processing

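Of the alternatives in this part, leaving out shifted stretches and Y-linked genes and keeping shared genes in both growth factor sets were chosen after seeing the data. The direction of a gene or list was compared where it was called in at least 1 of the 2 settings compared. No named gene that was called in either setting changed direction under any alternative it was run in. Of 161 named genes, calls were lost for 13 with no filter, 23 with the ordinary test per probe set, 57 at an adjusted p under 0.01, 20 with a fold change of at least 1.5 added and 49 to 55 with 1 array left out, while 10 were gained with single-symbol probe sets, 8 of the 137 tested there with the filter at 5.0 and 5 with the trend. Centring, robust eBayes and array weights lost 2 each. The enrichment of calls in the cell adhesion, focal adhesion and matrix receptor lists passed under every alternative run. The number of arrays limits every count.

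The 1245 called probe sets, with 399 dysregulated genes higher in 8KR and 525 dysregulated genes lower in 8KR, became 2295 (817, 920) with a filter at a group mean above 5.0, 2200 (685, 843) with an intensity trend in eBayes, 827 (345 lower) with the ordinary test per probe set, and 260 (89, 121) at an adjusted p under 0.01. With single-symbol probe sets alone, 754 genes were higher and 884 lower, and with a fold change of at least 1.5 added, 245 and 347. Leaving out 1 array at a time gave 368 to 406 probe sets, 108 to 125 genes higher and 153 to 168 lower, with fewer samples in the fit.

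By the exact test EGF-induced genes passed with the trend (10 called, p = 0.0101) and with single-symbol probe sets (9, p = 0.0476). At an unadjusted p under 0.05 they no longer passed the exact test with the filter at 5.0 (19, p = 0.343) or the permutation test against the matched background (19, p = 0.313), and numbered 14 to 19 with 1 array left out. With 1 array left out, PDGF-induced genes called numbered 4 to 6 and IEGs 3 to 4. The delayed primary response genes called passed the exact test with the trend (15, p = 0.00148), with single-symbol probe sets (13, p = 0.0241), with the ordinary test (7, p = 0.0166) and without shifted stretches and Y-linked genes (7, p = 0.0309). The exact test of EGF against PDGF passed with quantile normalization (p = 0.0363) and the ordinary test (p = 0.0310), and did not with shared genes kept in both sets (p = 0.205). Except for fewer samples, the cause was not tested.

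Of the fixed lists, 5 passed the camera test with a preset correlation, 0 with an estimated one and 11 passed fry. The camera count was not run with robust eBayes, the ordinary test, the stricter thresholds or the shifted stretches left out. Calls in glycolysis fell to 0 with no filter, at an adjusted p under 0.01 and with any 1 array left out. Calls in the list cell cycle and DNA replication numbered 7 with the filter at 5.0, where the odds ratio fell below 1 (exact p = 0.846), 0 at 0.01 and 0 to 1 with 1 array left out. Calls in p53 targets numbered 0 at 0.01 and 0 to 2 with 1 array left out, and those in the list EGF signal transduction 0 at 0.01 and 0 to 1 with 1 array left out, and that list also missed the exact test with the ordinary test per probe set (2, p = 0.0809) and the added fold change (2, p = 0.0722).

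The replicate numbers are shared between the groups but do not pair the arrays, since the deviations of same-numbered arrays from their group means correlated at -0.01, 0.01 and 0.00 and 2 of the 6 arrays correlated best with their own number in the other group. A fit with the replicate block called 77 probe sets (22 genes higher, 41 lower), with calls lost for 80 of the named genes, and by the exact test gave 1 PDGF-induced gene (p = 0.293), 1 IEG (p = 0.184) and 1 gene of vascular development (p = 0.230). With this block, 0 were called among focal adhesion proteins, other cell adhesion molecules, cell cycle genes, p53 targets, glycolysis and EGF signal transduction.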

Differences from the paper's values

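The paper gives 10 EGF-induced genes among the dysregulated genes, and 4 were called here. Alternatives that come within 1.5 times the paper's number are the filter at a group mean above 5.0 (11), the intensity trend in eBayes (10) and probe sets with a single gene symbol (9), and the others do not. The paper's p for this overlap is 0.001, against 0.336 here, and no alternative comes within 1.5 times it, the lowest being 0.0101 with the trend.

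For EGF-induced genes at an unadjusted p under 0.05 the paper gives p = 0.003, against 0.00822 here. Quantile normalization gives 0.00298 and is the alternative that comes within 1.5 times the paper's value, while the others do not. The number of these genes, 19, matches the paper's.

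The paper's p for the PDGF-induced genes is 8E-8, against 3.89e-05 here. No alternative comes within 1.5 times it, and the lowest are 1.68e-06 with the trend and 1.76e-06 with the paper's own chi-squared test with Yates' correction. The paper's number of these genes, 23, is reached with single-symbol probe sets (23), and 16 were called here.

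For EGF-induced against PDGF-induced genes the paper gives p = 0.381, for sets that still hold the 15 shared genes, and says that results were similar without them. Here p is 0.0608 for the sets without shared genes and 0.205 with shared genes kept in both sets, a comparison added after seeing the data. The trend (0.469), single-symbol probe sets (0.323), an adjusted p under 0.01 (0.553), the added fold change (0.274) and the fits without 1 array (0.314 to 0.553) come within 1.5 times it. The other alternatives do not, with values of 0.0310 to 1.

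For IEGs against DPRGs the paper gives p = 0.047, against 0.194 here. The paper's sentence names acRPB1-occupied and dysregulated genes together and does not say which of them the p is for, so the 2 values are not certain to answer the same comparison. Centring each array on its median gives 0.0683 and comes within 1.5 times the paper's value, and the others do not.

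The paper states that EGF-induced genes and DPRGs are enriched among dysregulated genes, whereas the shares of calls here did not pass the test (p = 0.336 and 0.111). EGF-induced genes passed with the trend and with single-symbol probe sets, and DPRGs with the trend, single-symbol probe sets, the ordinary test per probe set and, as a choice made after seeing the data, with shifted stretches and Y-linked genes left out. PDGF-induced genes and IEGs are called enriched by the paper and passed here (p = 3.89e-05 and 6.30e-04). Of the 28 tested growth factor-induced genes that Additional file 6 gives at an FDR under 0.05, 16 were called here and all 28 had an unadjusted p under 0.05. Ccl2 was called here and stands in that file at an unadjusted p under 0.05 alone. The paper's text counts 1787 dysregulated RNAs, while its Additional file 4 lists 1882 entries with 1836 distinct identifiers. Here 1245 probe sets were called. Single-symbol probe sets alone gave 1748, the trend 2200 and the filter at a group mean above 5.0 gave 2295. The other alternatives gave 77 to 1284.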

Other observations

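In this part, the comparison by acRPB1 at the promoter and the test without shifted stretches were chosen after values had been seen, and the lists and the comparison by origin were set beforehand. Genes of signaling by TGF-beta and of myofibroblasts changed often in 8KR cells. Of 29, 3 rose, including the matrix gene Postn, and 6 fell, including the BMP antagonist gene Grem1 (log2 difference -1.74), Ltbp2 (-1.58), which belongs to the latent TGF-beta binding proteins, and the elastin crosslinking gene Loxl1 (-0.97), with adjusted p = 1.11e-04 from a two-sided Fisher's exact test over the 32 lists and 14 passing when adjusted over the list alone. Of 31 inflammatory and chemokine genes, 6 fell, including Ccl7 (-2.06), and Vcam1 rose (adjusted p = 0.00455 by the same test, 8 adjusted over the list alone). Without wild type replicate 1, 2 or 3 and then 8KR replicate 1, 2 or 3, these lists had 5, 5, 5, 4, 4 and 4 calls and 4, 5, 4, 4, 5 and 4. Of 38 matrix proteases and their inhibitors, Mmp14 (0.60) and 2 others rose, and Timp3 (-1.68), Adam10 (-0.47) and Adam23 fell (adjusted p = 0.0405 by the exact test and 0.125 against random lists matched on mean intensity, 8 adjusted over the list alone), and 2 were called without wild type replicate 2 or 3 or 8KR replicate 2 or 3 (exact p = 0.137, 0.130, 0.126 and 0.126).

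Of 25 p53 targets, 6 fell and none rose, among them Ccng1 (-0.65), Phlda3 (-0.72), Ei24 (-0.73) and the death receptor gene Fas (-1.26), and 13 passed when adjusted over the list alone (adjusted p = 0.00565 by the exact test and 0.0505 against random lists matched on mean intensity). The list's adjusted p was 0.00154 from limma's camera test and 0.384 with an estimated correlation, and without wild type replicate 1, 2 or 3 and then 8KR replicate 1, 2 or 3 it had 0, 1, 1, 0, 2 and 1 calls. Of 44 genes of oxidative phosphorylation, Ndufb9 (-0.60), Sdhd (-0.60), Cox6c (-0.35) and Cox5a (-0.47) fell, none rose and 9 passed when adjusted over the list alone. Camera gave an adjusted p of 4.63e-04 and an adjusted p of 0.384 with an estimated correlation, and the exact test of the calls did not pass (adjusted p = 0.503), with 1 call without 8KR replicate 3 and 0 without any other array. Of 19 glycolysis genes, Hk2 (0.62) rose, Pgam1 (-0.39), Pfkm (-0.66) and Eno2 (-0.57) fell (adjusted p = 0.0418 by the exact test and 0.231 against random lists matched on mean intensity, 6 adjusted over the list alone), and 0 were called without any 1 of the 6 arrays.

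Other fixed lists did not hold more calls than other genes after adjustment over the lists. Of 47 genes of the cell cycle and DNA replication, 4 rose, including Mcm3 (0.69) and Cdc6 (0.59), and 2 fell, including Cenpa (-0.42). Of 32 pausing and elongation factors, Supt5 (0.68) rose and Mepce (-0.63) fell, and of 35 lysine acetyltransferases and deacetylases Ncoa2 (0.48) and Hdac5 (0.54) rose and Sirt1 (-0.46) fell. Ep300, an acetyltransferase gene, had a log2 difference of -0.29 (adjusted p = 0.126 from limma). Trib3 (0.63) and Pdia4 (0.41) rose and Dnajc3 (-0.63) fell among 26 genes of the unfolded protein response, and Ddx58 (-0.46) fell among 29 interferon-stimulated genes. Scarna17 (0.73) and Snord16a (0.66) rose and Rnu3a (-0.78) fell among 57 small nuclear and nucleolar RNAs.

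Among markers of other cell types, Lpl (-0.80) fell, 1 of 12 adipocyte markers, of which 3 had an unadjusted p under 0.05, all lower in 8KR cells (adjusted p of 0.191 from limma's fry). By limma none passed among 14 markers of skeletal muscle, of which 4 had an unadjusted p under 0.05, all lower (adjusted p of 0.0545 from fry). None passed either among 13 markers of endothelium (2 at an unadjusted p under 0.05, both lower), 15 of epithelium (2, both higher), 11 of leukocytes (1, higher) and 12 of neural cells (0), nor among 37 Hox genes (4, all higher) and 12 housekeeping genes (2, 1 higher and 1 lower).

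Of 13 tested genes of the EGF signal transduction pathway in Additional file 6, Sos1, an exchange factor for Ras, rose (0.70), and the receptor gene Egfr (-1.10), the kinase gene Map2k1 (-0.53) and Stat3 (-0.50) fell (p = 0.00405, two-sided Fisher's exact test, and 0.026 against random lists matched on mean intensity, 7 adjusted over the list alone). Sos1 and Map2k1 lie in shifted stretches of neighbouring genes, and the list EGF signal transduction had 2 calls once such stretches and Y-linked genes were left out (exact p = 0.0877). Without wild type replicate 1 it had 1 call (exact p = 0.189), without 8KR replicate 2 it had 1 (exact p = 0.196), and without any other array it had 0. Growth factor-induced genes with an origin at least as old as Euteleostomi in Additional file 6 were called in 9 of 88 cases and younger ones in 8 of 40 (p = 0.162, two-sided Fisher's exact test). Those with acRPB1 at the promoter in embryonic stem cells, as that file gives it, were called in 9 of 84 cases and those without in 7 of 42 (p = 0.399 by the same exact test).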
